# The early transcriptional and post-transcriptional responses to fluconazole in sensitive and resistant *Candida albicans*

**DOI:** 10.1038/s41598-024-80435-w

**Published:** 2024-11-22

**Authors:** Irene Stevens, Fitz Gerald Silao, Susanne Huch, Honglian Liu, Kicki Ryman, Adriana Carvajal-Jimenez, Per O. Ljungdahl, Vicent Pelechano

**Keywords:** Fungal genomics, RNA decay, Transcriptomics, RNA sequencing, Pathogens

## Abstract

*Candida albicans* is a leading cause of fungal infections in immunocompromised patients. Management of candidemia relies on a few antifungal agents, with fluconazole being first line therapy. The emergence of fluconazole-resistant strains highlights the pressing need to improve our molecular understanding of the drug response mechanisms. By sequencing the 5’P mRNA degradation intermediates, we establish that co-translational mRNA decay occurs in *C. albicans* and characterize how in vivo 5´-3´ exonuclease degradation trails the last translating ribosome. Thus, the study of the 5’ Phosphorylated mRNA degradome (5PSeq) offers a simple and affordable way to measure ribosome dynamics and identify codon specific ribosome stalls in response to drugs and amino acid deprivation. Building upon this, we combine RNA-Seq and 5PSeq to study the early response of sensitive and resistant *C. albicans* isolates to fluconazole. Our results highlight that transcriptional responses, rather than changes in ribosome dynamics, are the main driver of *Candida* resistance to fluconazole.

## Introduction

*Candida albicans* is a biofilm-forming commensal associated with substantial healthcare costs and a high global burden of infections^1,2^. While fluconazole is a widely used and well tolerated treatment for candida infections, its repeated use or long-term prophylaxis has led to the emergence of resistant strains, creating a threat to public health^3^.

Understanding gene expression is crucial for deciphering how cells adapt to external perturbations, such as stress or drugs. Most studies investigating gene expression focus on mRNA abundances (transcription levels). Previous studies have examined fluconazole-induced transcriptional responses in candida, as early as 15 min^4^. This has revealed that fluconazole exposure rewires gene expression pathways related to cellular stress aiding in survival . Several other studies have identified stress pathways as potential drug targets for resistant infections^5,6^, including the Heat Shock Proteins^7–9^. However, gene expression is regulated at multiple steps after RNA synthesis, such as translation and mRNA degradation. Post-transcriptional regulation allows cells to respond rapidly (*i.e.* seconds to minutes) to environmental changes. Post-transcriptional control of gene expression has been shown to regulate key virulence processes in *C. albicans*, such as the yeast-to-hyphae transition^10,11^, biofilm formation, stress responses^12^, evasion of innate immune responses^13^), and plays a role in cell wall synthesis^14^, a target of echinocandins. However, less is known about the contribution of post-transcriptional regulation to fungal cell membrane homeostasis during resistance.

A powerful technique for studying translation dynamics is ribosome profiling (ribo-seq)^15^, permitting global measurements of translation efficiency, ribosome occupancy and codon usage. However, in some contexts, ribosome profiling can be technically taxing. Previously, we have shown in budding yeast (*S. cerevisiae*) that ribosome dynamics and mRNA degradation are interconnected to the extent that 5’ to 3’ exonuclease degradation follows the last translating ribosome^16^. Thus, profiling 5’ monophosphorylated mRNA degradation intermediates can be used to provide information regarding ribosome dynamics reflecting rapid reprograming events in *S. cerevisiae*^17^. It is not known whether co-translational mRNA decay occurs in *C. albicans*. Establishing this approach in *C. albicans* would provide a valuable tool for investigating translation dynamics in isolation or in complex conditions^18^, such as in biofilms, within local host niches^19,20^ or inside macrophages. Understanding the transcriptional and translation responses in fluconazole-sensitive and resistant strains would be of high interest, especially at early time points where direct drug targets are more likely to be found. However, only one study^21^ has examined post-transcriptional responses to fluconazole in *C. albicans* using ribosome profiling. While Choudhary et. al. focus on translation responses after 6 h of fluconazole treatment in sensitive candida strains, no studies have yet investigated early post-transcriptional responses in sensitive and resistant strains.

Here, we have investigated the 5’P mRNA degradome in *C. albicans* and studied how in vivo ribosome protection patterns are altered in response to translation inhibitors and targeted depletion of amino acids. After demonstrating that 5PSeq provides a fast readout of in vivo ribosome dynamics in *Candida*, we investigated transcriptional and posttranscriptional responses to fluconazole treatment. We combined the use of RNA-Seq and 5PSeq, to study how sensitive (SC5314) and resistant (PLC124, MAY478 and MAY7) strains change their transcriptome at 30 min after fluconazole treatment (Table S1). Our work shows clear transcriptional differences between sensitive and resistant strains, even in the absence of drug treatment. Fluconazole addition leads to a clear upregulation of the ergosterol biosynthesis and other pathways. Contrary, despite a global change in ribosome dynamics across strains, the observed difference between strains were modest. In summary, our work provides insights into the early responses to fluconazole in sensitive and drug-resistant *C. albicans* and demonstrates the versatility of analyzing 5’P mRNA degradation intermediates to study ribosome dynamics.

## Results

### Co-translational mRNA decay in *C. albicans* enables the of study ribosome dynamics.

We have previously shown that sequencing the 5’P mRNA degradation intermediates in *S. cerevisiae* enables the study of in vivo ribosome dynamics^16^. Although related to *S. cerevisiae*, *C. albicans* is an ascomycetes yeast of the CTG clade, that predominantly translates the CTG codon as a serine rather than leucine^22^. Despite being separated from *S. cerevisiae* by 300 million years of evolution^23^, we hypothesized that co-translational mRNA decay might also enable the study of ribosome dynamics in *C. albicans*. To test this hypothesis, we performed 5’P sequencing in the laboratory strain SC5314 using HT-5PSeq^17^ (Table S2). 

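HT-5PSeq sequences the 5' ends of mRNA degradation intermediates, which mark where the last translating ribosome stood. For SC5314 outside the fluconazole experiment, 6 libraries were analysed, labelled as replicates 1 and 3 of cells treated with cycloheximide, of cells depleted of proline, arginine and ornithine, and of YPD controls. For each of 6030 transcripts the authors deposited the count of 5P reads left after duplicates were collapsed by random barcodes, the reading frame with most reads, and the count in that frame. The tables give no separate counts for the other 2 frames, so the share of reads in each frame was estimated for each library with a Dirichlet-multinomial model fitted to these columns. In simulated libraries of the same depth, the index log2(2F0/(F1 + F2)) obtained in this way was off by at most 0.0039. Without the model, the columns alone bound the F0 share of a library to a range of 1.57 to 4.45 percentage points. The tables hold 323936 and 649101 reads for the YPD controls, 7264344 and 7220993 for cycloheximide, and 1865387 and 4693223 for the depletion. Table S2 lists the 2 libraries labelled as YPD controls under the cycloheximide experiment, for which the methods describe a control culture given ethanol. The table labelled as cycloheximide replicate 3 carries the index number that Table S2 gives to an untreated library of the depletion experiment. Its reads amount to 82.6% of the mRNA reads that Table S2 lists for the third cycloheximide library and to 83.8% of those for that untreated library. Across transcripts its counts had a Spearman correlation of 0.9966 with cycloheximide replicate 1, the highest of any 2 of these 6 libraries, and of 0.8998 to 0.9316 with the YPD control and depletion libraries. The untreated library was not analysed here.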

As expected, 5’P signal showed the characteristic 3-nt periodicity associated with the 5’-3’ co-translational decay of ribosome protected mRNAs (Fig. 1A). However, contrary to what we have previously reported in *S. cerevisiae*^16^, the protection pattern was not centered in F1, and F0 protection was higher than F1 (Fig. 1A). This suggests that in *C. albicans* the ribosome protects a slightly longer fraction of the co-translational degraded mRNA. This can also be observed when investigating the ribosome protection pattern associated with the stop codon (Fig. 1B). In addition to the sharp protection at -17 nt characteristic of ribosomes paused at the stop codon in *S. cerevisiae*^16^, we also observed double protection peaks at -48 and -51 nt (with shoulders at -47/-50 nt). 

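In the YPD control libraries, the estimated share of 5P reads was 41.2% ± 0.322 (SD, n = 2) in F0, 33.5% ± 0.176 in F1 and 25.3% ± 0.498 in F2. In the 3 SC5314 control libraries of the fluconazole experiment, which received DMSO, the estimated shares were 34.7% ± 0.346 (SD, n = 3) in F0, 33.0% ± 0.154 in F1 and 32.3% ± 0.434 in F2. F0 was above F1 in each of these 5 libraries, by 4.08 percentage points on average (exact sign test over libraries, two-sided, p = 0.0625, the smallest p that 5 libraries allow). The alternative that moved this mean most gave equal weight to transcripts with at least 50 reads on average, and the difference was then 5.05 percentage points. In the columns as deposited, F0 was the most-read frame for 81.4% ± 1.24 (SD, n = 2) of the transcripts with at least 50 reads in the YPD controls and for 48.5% ± 4.15 (SD, n = 3) in the DMSO controls. The F0 shares of the 2 kinds of control differed by more than the spread between replicates of either. The S. cerevisiae reads of Fig. 1A were not analysed here.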

To better understand the protection offered by the ribosome during co-translational mRNA degradation, we perturbed translation elongation with cycloheximide (0.067 mg/mL for 15 min). Addition of cycloheximide is expected to stall elongating ribosomes and increase the observed 3-nt pattern^16^. Examining the 5’P read signal across all Open Reading Frames (ORFs) revealed a sharp accumulation of reads 14 nt upstream of the start site (Fig. 1C) and an increase in 3-nt periodicity (Fig. 1A), similar to what we have previously observed in *S. cerevisiae*^24^. 

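After cycloheximide, the estimated share of 5P reads was 38.8% ± 0.215 (SD, n = 2) in F0, 33.2% ± 0.0850 in F1 and 28.0% ± 0.130 in F2. Periodicity, taken as the highest minus the lowest frame share of a library, was 10.8 ± 0.345 percentage points (SD, n = 2) after cycloheximide and 15.9 ± 0.820 (SD, n = 2) in the YPD controls. The difference of -5.01 percentage points was larger than the spread between replicates, and 2 libraries against 2 cannot give a p below 0.333, which was the p found (exact permutation test, two-sided). The F0 share fell by 2.34 percentage points in the same comparison, with the same p. With the library labelled as cycloheximide replicate 3 left out, the difference in periodicity was -5.26 percentage points. The 2 groups also differed as libraries. In Table S2, rRNA makes up 31.1% and 40.8% of deduplicated reads in the YPD controls, against 3.09% and 3.34% for cycloheximide. Deduplicated reads are 7.15% and 5.16% of all reads in these controls, against 33.0% and 35.7%. A difference in preparation can thus not be told apart from the treatment. The direction depended on the controls. Against the DMSO controls of the fluconazole experiment, which had a periodicity of 2.46 ± 0.770 percentage points (SD, n = 3), cycloheximide libraries were higher by 8.39 percentage points in periodicity and by 4.11 in the F0 share (exact permutation test, two-sided, p = 0.1 for each, the smallest p that 2 libraries against 3 allow). Read positions around start and stop codons (Fig. 1B, C) were not analysed here, since the tables hold counts per transcript.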

We also observed that the sharp read accumulation 17/18 nt upstream of the termination site reflecting a slow terminating ribosome is maintained after cycloheximide treatment. The second double peak at -47 and -50 was also maintained, consistent with the protection of a collided ribosome stalled in close proximity to the ribosome located at the termination codon^24^. Interestingly, despite that cycloheximide addition led to a sharp termination associated protection at -17 nt, this protection retained a clear shoulder at -18 nt. This confirms that in *C. albicans* ribosomes provide a slightly longer in vivo protection during co-translational mRNA decay even in presence of cycloheximide. Thus, the increased protection in *C. albicans* is not exclusively caused by dynamic differences in ribosome conformation, as cycloheximide is known to stabilize a preferential conformation^25^.

**Fig. 1:**
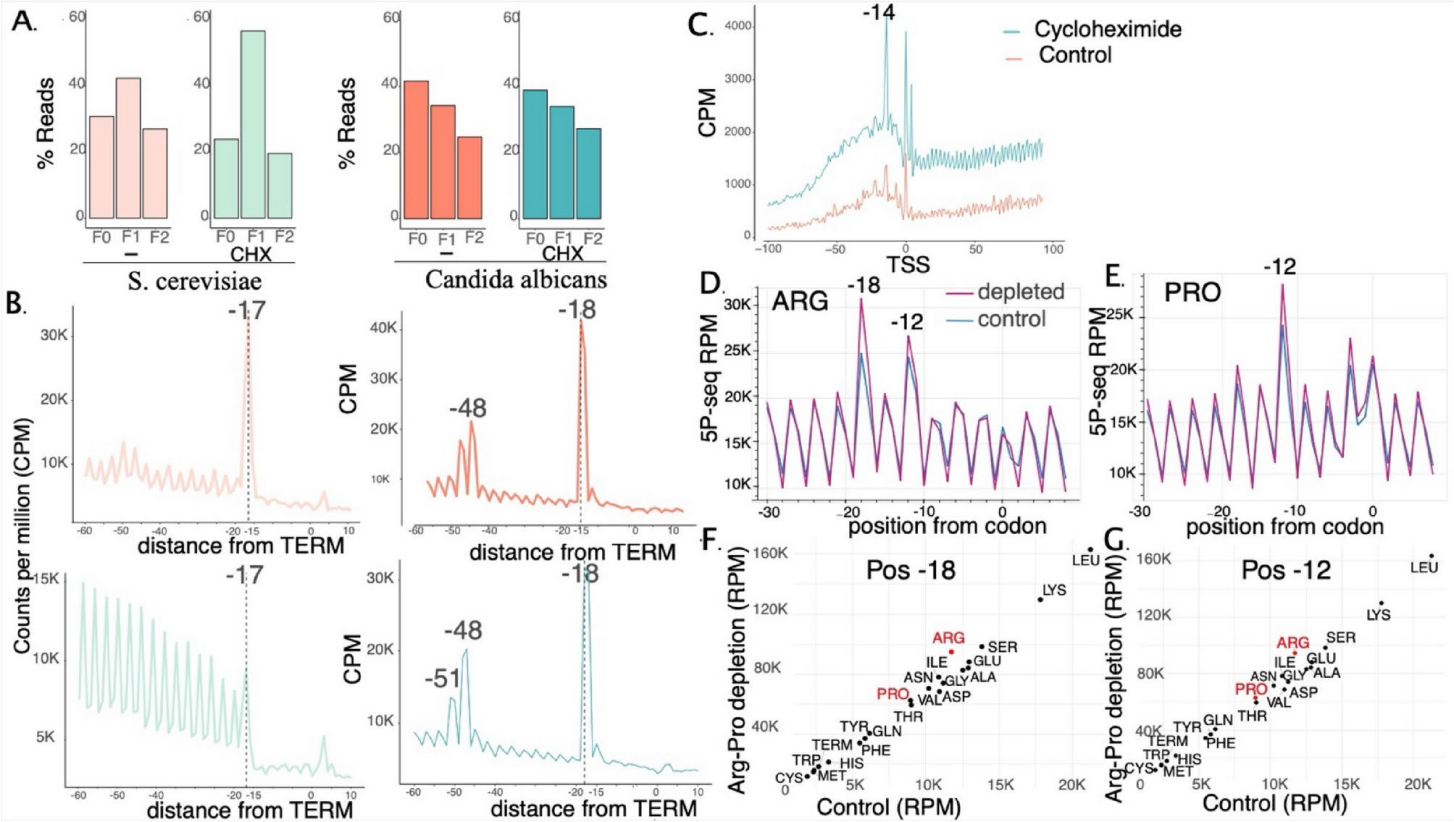
Co-translational decay in *C. albicans* enables the study of codon-specific ribosome pauses*.* (**A**) Barplot of 5Pseq read distribution across all translation frames genome-wide showing F0 is the preferred translating frame in *C. albicans,* whereas *S. cerevisae* preferentially uses F1. (**B**). Metagene of 5’P signal over 6031 genes in *C. albicans* with an accumulation of reads -18 nucleotides of the termination site (with a shoulder at -17) representing a ribosome protection 1 bp larger than the accumulated reads at -17 nt that predominate in the 6601 5’P signals in *S. cerevisae*. (**C**) Metagene plot of 5Pseq read counts normalized as Counts per Million (CPM) shows a ribosome stall 14 nt upstream of translation start upon treatment with cycloheximide. (**D**,**E**). Arginine and proline depletion show ribosome stalls at proline (position -12 from the codon) and arginine (position -12 and -18 from the codon). (**F**, **G**) A scatter plot of the 5PSeq read counts at stalled positions -18 and -12 of ARG, PRO depleted (y-axis) compared to control (x-axis) show stalls are specific to the depleted amino acids experimentally.

To validate the ability of 5PSeq to measure ribosome stalls at codon resolution, we experimentally depleted selected amino acids to induce codon-specific ribosome stalls prior to 5PSeq analysis. We grew SC5314 for one hour in media depleted of proline, arginine and ornithine. 

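In the libraries grown for 1 h without these amino acids, the estimated share of 5P reads was 42.7% ± 0.970 (SD, n = 2) in F0, 33.4% ± 0.358 in F1 and 23.9% ± 0.612 in F2. Their periodicity was 18.8 ± 1.58 percentage points (SD, n = 2), which is 2.92 above the YPD controls (exact permutation test, two-sided, p = 0.333, again the smallest p possible). With each library left out in turn, this difference stayed between 1.81 percentage points, without depletion replicate 1, and 4.04. Against the DMSO controls of the fluconazole experiment it was 16.3 percentage points (exact permutation test, two-sided, p = 0.1, the smallest possible). Table S2 lists untreated libraries of the depletion experiment, which were not analysed here, and no control library used here stands under that experiment in Table S2, so that the medium and the set of libraries cannot be told apart. The codon stalls rest on read positions within transcripts and were not analysed here either.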

The read density signal at the proline (cumulative signal over codons CCC, CCA, CCG) revealed a clear stall at position -12, coinciding with the entrance of the proline to the ribosome exit tunnel (Fig. 1E) similar to what we have previously shown in *S. cerevisiae*^26^. Looking at the signal of all codons at positions -12 (Fig. 1G) and -18 (Fig. 1F), we found that arginine and proline were clearly enriched suggesting the stalls were codon specific. Furthermore, we also observed a ribosomal pause at position -18 (with a shoulder at -17) at arginine (signal over codons CGC, CGA, AGA, AGG) corresponding to the arginine tRNA being positioned at the ribosome A site (Fig. 1D, F). This agreed with our expectations, since arginine limitation should lead to more ribosome stalling at that position. Reassuringly, also at codon level in vivo stalls displayed a double protection peak at F0 and F1 (-18/-17), as previously discussed. Taken together, we concluded that 5’P mRNA degradation sequencing enables the study of ribosome dynamics at single-nucleotide resolution in *C. albicans*.

## Early transcriptional and translational dynamic responses to fluconazole in sensitive *C. albicans*

Having established that 5PSeq can be used to study ribosome dynamics in *C. albicans*, we aimed to obtain a comprehensive understanding of the early transcriptional and post-transcriptional responses after fluconazole treatment. First, we investigated gene expression rewiring after 30 min treatment with 1 μg/ml fluconazole in sensitive *C. albicans* strain (SC5314) using RNA-Seq. We found 131 differentially expressed genes (FDR < 0.05), of which 74 genes were downregulated and 53 genes were upregulated (Fig. 2A, Table S3). Our results expanded prior work^4^ identifying 94 novel genes. Among the upregulated genes, we identified *ERG11* which encodes lanosterol 14-α-demethylase, the direct target of fluconazole. In fact, 28% of genes upregulated (n = 15) in response to fluconazole belonged to the ergosterol biosynthesis pathway (GO: 0006696). Two of these genes, *ERG1* and *ERG7* were upstream of the fluconazole target step (*i.e. ERG11*). Interestingly, *ERG3* was also found to be highly expressed, as well as the Major Facilitator Superfamily (MFS) drug efflux pump gene *Mdr1.* More genes were downregulated (n = 78, 1.2%) than upregulated (n = 53, 0.8%). Gene ontology analysis (Table S4) of these repressed genes revealed an enrichment in the inositol phosphoceramide metabolic process (GO:0006673) and G2/M transition of mitotic cell cycle (GO:0000086) (Fig. 2B), in agreement with previous work^4^. However, additional work will be necessary to confirm that those changes lead to differential protein accumulation.

**Fig. 2:**
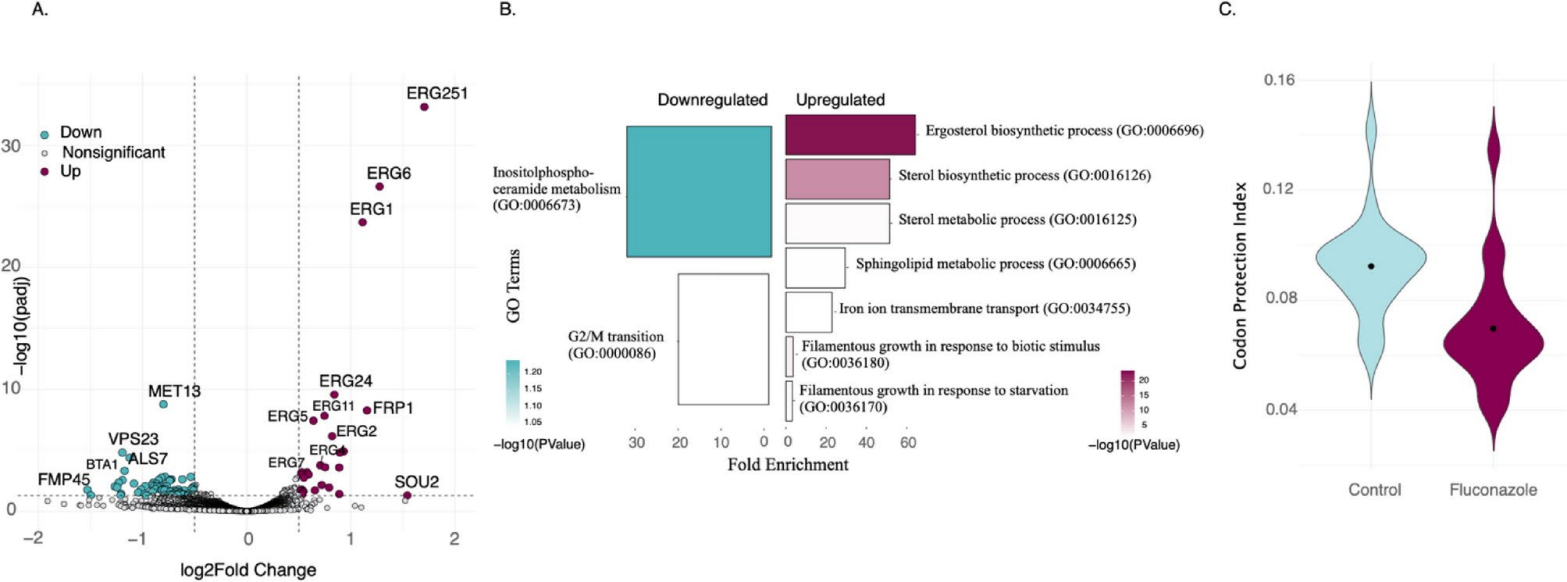
Early transcriptional response to fluconazole in sensitive *C. albicans*. (**A**) Volcano plot of the RNA sequencing data, corresponding to 6031 genes, expressed as log fold change Fluconazole/Control along the x axis and adjusted p value on the y axis. In plum: 53 genes upregulated after fluconazole in the ergosterol biosynthesis pathway. In blue: 78 genes downregulated genes in the inositolphosphoceramide metabolic process. The horizontal line shows an adjusted P value < 0.05. (**B**) Bar plot of fold enrichment of gene ontology terms for differentially expressed genes classified as upregulated (log2 fold change > 0.5) and downregulated in response to treatment with Fluconazole colored by adjusted P value. (**C**) Violin plots of codon protection index calculated as log_2_ (2F_i_/(F_total_-F_i_))), where F_i_ represents the number of 5’P read counts in the preferred Frame (F0), and F_total_ represents all frames for fluconazole treated (green, n = 3 biological replicates) and control (blue, n = 3 biological replicates). P-value = 0.0004476 using t-test.

Although fluconazole does not directly interfere with the translation process, we hypothesized that drug-induced cellular stress would perturb translational dynamics globally. Recently, Choudhary *et. al.*^21^ using ribosome profiling found that ROA1 PDR-subfamily ABC transporter genes, cell wall/cell membrane synthesis (*BMT7, OPI1, PGA1, ECM15, PEX11*) and stress responses (*PLC1*, *TRX1, GPI14*) genes were specifically upregulated at the translational level but not at the transcriptional level. Specifically, they treated the SC5314 strain with 1 μg/ml fluconazole for 6 h. However, we reasoned that at 6 h, cells could be adapted to the new condition and most of the translation responses would be associated with long-term fluconazole-induced stress/toxicity. By contrast, studying ribosome dynamics at a shorter time point could reveal particular mRNAs that are rapidly and transiently regulated in response to fluconazole.

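The fluconazole experiment was analysed in 19 libraries of 4 strains, 10 from cells treated with fluconazole at 1 μg/ml for 30 min and 9 from cells that received the diluent, DMSO at 2%. The methods give this dose as 2 × MIC, determined for SC5314, and the sample labels as 1 × MIC. The tables have the same columns as those of the YPD controls. SC5314 has 864718 and 1050887 reads in the 2 fluconazole libraries used, and between 451334 and 1055165 in 3 DMSO controls. Over the 19 libraries, reads in the tables ranged from 221246 to 2124645 with a median of 852139. In Table S2 the deduplicated reads of these libraries are 3.95% to 7.25% of all reads. In simulated libraries of this depth the estimated index was off by at most 0.0105, and the columns alone bound the F0 share of a library to a range of 4.22 to 8.09 percentage points. Fluconazole replicate 3 of SC5314 is listed without a table and was not used.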

To study changes in ribosome dynamics prior to long-term adaptation to fluconazole, we reasoned that 30 min treatment with fluconazole (1 μg/ml) would enable the study of both RNA-Seq and 5PSeq. Although 5PSeq cannot determine the fraction of mRNA associated to ribosomes, it can inform regarding codon specific ribosome stalls. 

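The estimated frame index of SC5314, log2(2F0/(F1 + F2)) over all reads of a library, was 0.072 ± 0.040 (SD, n = 2) after fluconazole and 0.089 ± 0.022 (SD, n = 3) in the DMSO controls. The difference of -0.017 was smaller than the spread between replicates (exact permutation test over libraries, two-sided, p = 0.6, where 2 libraries against 3 allow no p below 0.1). Fluconazole replicate 1 had an index of 0.101 and replicate 2 of 0.044, while the controls lay between 0.066 and 0.11. Without fluconazole replicate 2 the difference was 0.012 and without fluconazole replicate 1 it was -0.045. It was -0.028 without DMSO control replicate 2 and -0.0064 without DMSO control replicate 3. Fig. 2C compares codons, whereas libraries were the units of the test here. Its caption counts n = 3 fluconazole replicates, of which replicate 3 had no table here.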

Looking at the frame preferences of all codons (difference between peaks and valleys, F0/(F1 + F2)), we found a global decrease of 3-nt periodicity in response to fluconazole (Fig. 2C). However, we did not observe clear codon or gene specific differences. This suggests that at short times, even if there is a drastic change in ribosome dynamics, this effect is general and does not seem to affect particular genes.

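Single genes in SC5314 were first tested for changed 5P reads per transcript, which is another quantity than frame preference, with the libraries of all 4 strains in one edgeR fit (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment over 4852 transcripts), and 14 genes passed an adjusted p of 0.05, all with more reads after fluconazole. None passed with fewer reads, by edgeR or by DESeq2, although 143 genes had fewer reads at an unadjusted p under 0.05 and a log2 fold change beyond 0.5. Without fluconazole replicate 1 the count was 8, without fluconazole replicate 2 it was 8 and without DMSO control replicate 3 it was 9. ERG251, a sterol gene on chromosome 4 of ASM18296v3 from 317140 to 318105, had 651 ± 38.1 CPM (SD, n = 2) after fluconazole and 105 ± 4.69 (SD, n = 3) in controls, a log2 fold change of 2.63 (standard error 0.158, adjusted p = 5.39e-12 from edgeR). ERG6, on chromosome 3 from 464995 to 466125, had a log2 fold change of 1.96 (standard error 0.164, adjusted p = 6.62e-09 from edgeR). The others among the 5 smallest adjusted p were CAALFM_CR06650CA with a log2 fold change of 3.17, SET3 with 1.32 and ERG25 with 1.79. The authors' counting could have split reads between ERG25 and ERG251, so both are uncertain to that extent. In simulated libraries with 200 genes changed by 1 on the log2 scale, this test recovered 61.5% of them with 7 false calls. A frame change of single genes, beyond that of the library, was tested with limma on the estimated index of 2643 transcripts with at least 50 reads on average, and 2 passed an adjusted p of 0.05. The index of CAALFM_C110960WA changed by -0.98 (adjusted p = 0.0297 from limma with Benjamini-Hochberg adjustment) and that of CAALFM_C404460CA by 0.64 (adjusted p = 0.0392 from limma). Of these 2 genes, 1 was called again without DMSO control replicate 2 and 0 without any other of the 5 libraries of SC5314, while without fluconazole replicate 1 another gene was called. At an unadjusted p under 0.05 there were 119. In simulations this test recovered only 32% of index changes of 1. The simulated replicates shared their frame shares and differed by sampling alone, so recovery in the real libraries may be lower. Of 2381 transcripts with at least 50 reads on average, 53.2% had a lower estimated F0 share after fluconazole. Each DMSO control set against the others gave 46.2%, 61.0% and 50.4%, so that the share lies within the spread between controls. Without fluconazole replicate 1 it was 62.4% and without replicate 2 it was 49.8%. Differences between codons were not analysed here. From a decrease over all codons without clear differences between genes, the paper proposes that the early effect is general.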

## Transcriptional differences between resistant and sensitive *C. albicans*

Next, we characterized the transcriptome of fluconazole-resistant *C. albicans* strain (PLC124)^27^ and investigated the differences with respect to the sensitive SC5314. First, we characterized both strains in the absence of drug treatment. Whole transcriptome RNA-Seq analysis of the resistant clinical isolate PLC124 revealed substantial differences (29% of genes) compared to sensitive SC5314. Out of 6001 genes, we identified 1746 genes that were differentially expressed (FDR < 0.05), roughly equal proportions of upregulated (n = 852, 49%) and down-regulated genes (n = 894, 51%). Importantly, among the significantly upregulated genes we identified *Hsp70* (Fig. 3A)*,* a known stress response modulator involved in resistance.

**Fig. 3:**
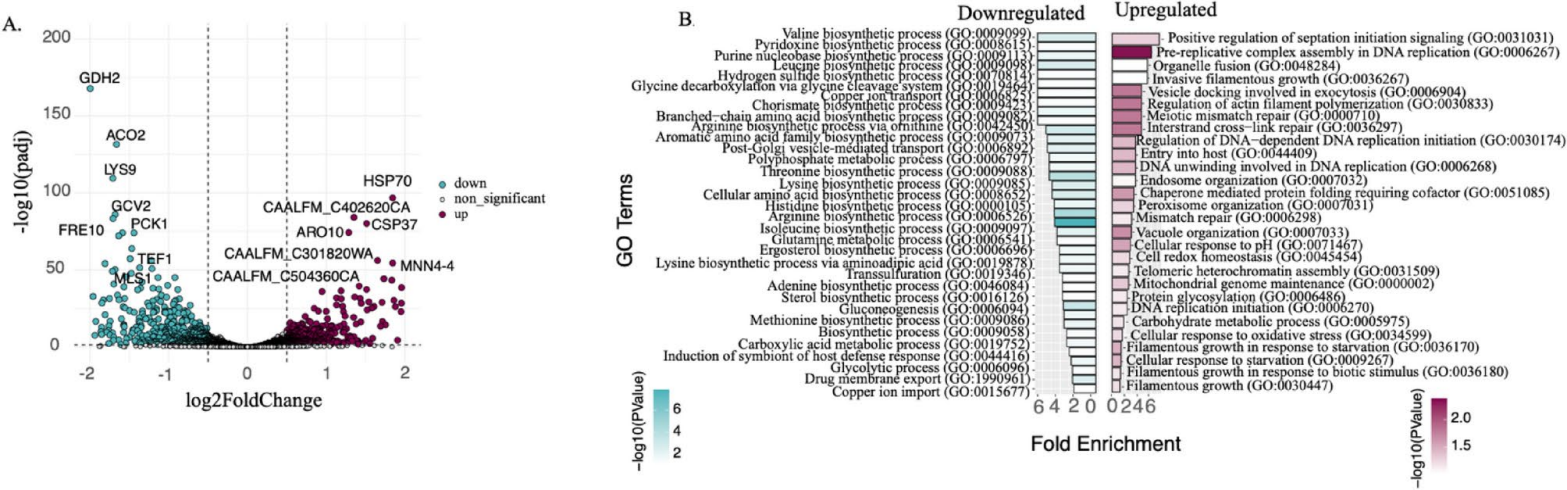
Transcriptional differences between sensitive and resistant *C. albicans* (**A**) Volcano plot of 6001 genes from transcriptome profiling by RNA-seq, seen as log fold change PLC124(resistant)/SC5314(sensitive) along the x axis and adjusted p value on the y axis. 852 genes upregulated (in plum) and 894 genes downregulated (blue). The horizontal line shows an adjusted P value < 0.05. (**B**) Bar plot of gene ontology terms (y-axis) plotted by fold enrichment (x-axis) and colored by adjusted P value.

Gene ontology analysis of the upregulated genes (Fig. 3B and Table S4) revealed an enrichment in the pre-replicative complex assembly involved in nuclear cell cycle DNA replication (GO: 0006267), vesicle docking involved in exocytosis (GO:0006904), regulation of actin filament polymerization (GO:0030833), meiotic mismatch repair (GO:0000710), and interstrand cross − link repair (GO:0036297). Whereas gene ontology enrichment revealed a prominent down-regulation of genes involved in ergosterol biosynthetic process (GO:0006696). Among the significantly downregulated genes, we identified *GDH2*, which encodes the NAD^+^-dependent glutamate dehydrogenase, which is a key enzyme responsible for amino acid-dependent ammonia production leading to extracellular alkalization^13^.

## Early responses to fluconazole in resistant *C. albicans*

Having explored transcriptional differences between resistant and sensitive cells (Table S1) in absence of drug treatment, we investigated if the resistant strain responded differently to fluconazole treatment. RNA-Seq analysis in the resistant PLC124 isolate after 30 min treatment identified 194 differentially expressed genes (3%) (Fig. 4A). More genes were upregulated (n = 124, 64%) than downregulated (n = 70, 36%). Similar to the sensitive strain, the majority of genes in the upregulated group were uniformly enriched in the ergosterol (GO:0006696) and sterol (GO: 0016126) biosynthesis pathway (Fig. 4B). Of the downregulated genes, many were related to cellular response to iron starvation (GO:0010106), iron assimilation by reduction and transport (GO:0033215), methionine biosynthetic process (GO:0009086) and filamentous growth (GO:0030447) (Fig. 4B).

**Fig. 4:**
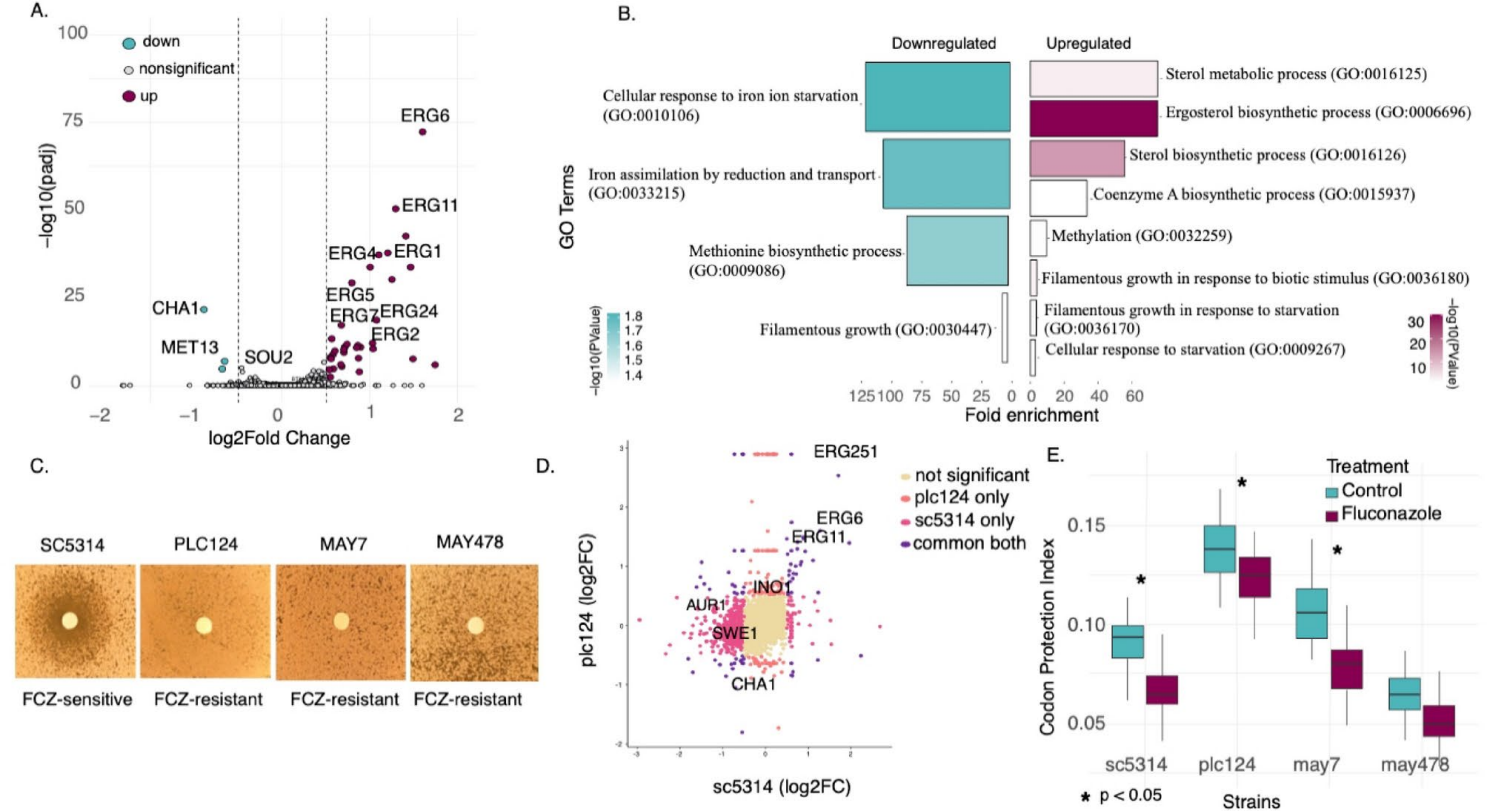
Transcriptional and post-transcriptional response after fluconazole in resistant *C. albicans* (**A**) Volcano plot of the whole transcriptome RNAseq data in PLC124, corresponding to 6006 genes, expressed as log fold change Fluconazole/Control along the x axis and adjusted p value on the y axis. In plum: 124 genes upregulated after fluconazole in the ergosterol biosynthesis pathway. In blue: 70 downregulated genes. The horizontal line shows an adjusted P value < 0.05. (**B**) Bar plot of fold enrichment of gene ontology terms for differentially expressed genes classified as upregulated (Fold change > 0.5) and downregulated in response to treatment with Fluconazole colored by adjusted P value. (**C**) Disk diffusion assay of *Candida* strains SC5314, PLC124, MAY7 and MAY478 ^27^; growth in presence of a disc with 25 μg fluconazole show resistance phenotype. (**D**). Comparison between SC5314 and PLC124 strains at transcriptional level; X-axis is log2FC of SC5314, and y-axis is log2FC of PLC124. (**E**) Box plots of codon protection index calculated as log_2_ (2F_i_/(F_total_-F_i_))), where F_i_ represents the number of 5’P read counts in the preferred Frame (F0), and F_total_ represents all frames for fluconazole treated (blue, n = 3 biological replicates) and control (purple, n = 3 biological replicates). P values obtained using t-test. Significant differences highlighted by *.

Next, we determined how different or similar the transcriptional responses were between SC5314 (sensitive) and PLC124 (resistant) strains (Fig. 4D). The two strains shared 72 genes in common, including *ERG6*, *ERG11* and *ERG251*. In contrast, 571 genes were unique to SC5314 including *AUR1* (downregulated), *SRR1* (downregulated) and *SWE1* (downregulated). Of the 128 genes unique to PLC124 were genes enriched in the biosynthesis of secondary metabolites including *CHA1* (downregulated, biosynthesis of aromatic amino acids), *ERG10* (upregulated, ergosterol biosynthesis) and *INO1* (upregulated, inositol biosynthesis). This suggests contribution to different aspects of yeast physiology, including amino acid biosynthesis, sterol biosynthesis, membrane biogenesis, and stress responses that are inherently distinct in resistant strains.

Finally, we explored how early ribosome dynamics responses differ across different strains (Fig. 4E). In addition to the sensitive SC5314 and the resistant PLC124, we also investigated MAY478, an additional clinical isolate^27,28^. 

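Besides SC5314, the libraries are from 3 clinical isolates that Table S1 lists as fluconazole resistant. PLC124 has 3 fluconazole libraries with 660105 to 1327409 reads in the tables and 2 DMSO controls with 1174428 and 2124645. MAY7 has 3 fluconazole libraries with 805487 to 970567 reads and 2 DMSO controls with 667088 and 1054815. MAY478 has 2 fluconazole libraries with 221246 and 667758 reads and 2 DMSO controls with 473450 and 683120. The methods state that the first MAY478 library of each condition and the first PLC124 control were removed for low complexity. The first PLC124 control and the third MAY7 control are listed among the samples without a table and were not used.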

MAY478 is aneuploid for chromosomes 4 and 6, previously linked to fluconazole resistance^28^. Despite confirming resistance by disk diffusion assay (Fig. 4C), we found a general decrease in frame protection (Fig. 4E). 

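The estimated frame index was lower on average after fluconazole in each of the 4 strains, and in none of them did the test within the strain reach a p of 0.05. In PLC124 it was 0.102 ± 0.013 (SD, n = 3) after fluconazole and 0.123 ± 0.0020 (SD, n = 2) in DMSO controls, a difference of -0.022 and larger than either SD (exact permutation test, two-sided, p = 0.2). In MAY7 it was 0.077 ± 0.0082 (SD, n = 3) and 0.109 ± 0.0091 (SD, n = 2), a difference of -0.032 and larger than either SD (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 2 allow). In MAY478 it was 0.048 ± 0.012 (SD, n = 2) and 0.061 ± 0.018 (SD, n = 2), a difference of -0.013 that was within the spread of the controls (exact permutation test, two-sided, p = 0.667, where 2 against 2 allow no p below 0.333). This difference was -0.0044 without MAY478 fluconazole replicate 2, -0.0208 without fluconazole replicate 3, -0.0252 without DMSO control replicate 2 and 0 without DMSO control replicate 3, and with equal weight for transcripts it was -0.0289 (exact permutation test, p = 0.333, the smallest possible). The direction in SC5314 was reversed without SC5314 fluconazole replicate 2, as given above. In the DMSO controls the index was higher by 0.034 in PLC124 than in SC5314 (exact permutation test, two-sided, p = 0.2), higher by 0.019 in MAY7 (p = 0.4 from the same exact test) and lower in MAY478, with a difference of -0.029 (p = 0.3 from the same exact test). These differences depended on single controls. Without SC5314 DMSO control replicate 2 that of PLC124 was 0.0225 and that of MAY7 0.0080, without SC5314 DMSO control replicate 3 that of MAY7 was 0.030 and that of MAY478 -0.018, and without MAY478 DMSO control replicate 2 that of MAY478 was -0.016.

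**Figure D1:**
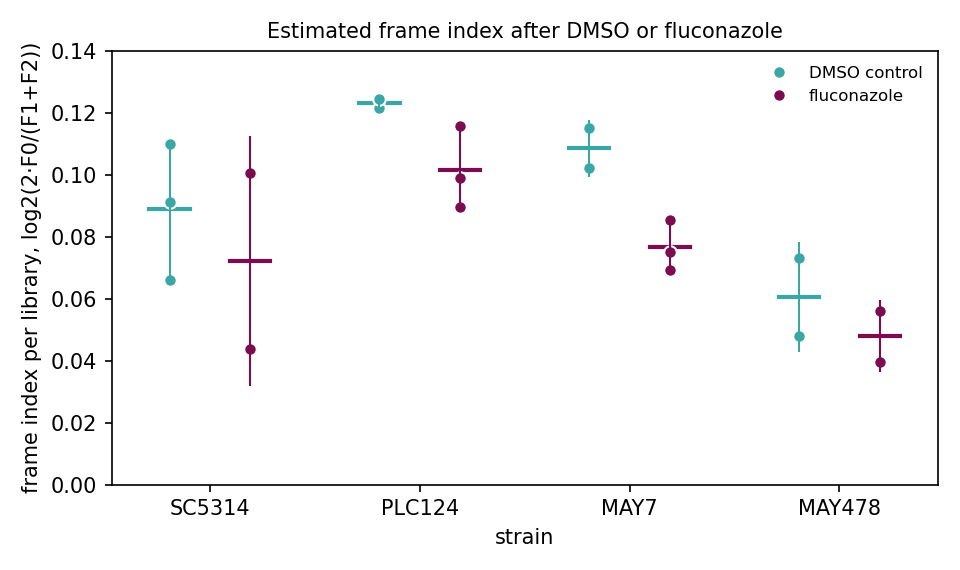
Estimated frame index, log2(2F0/(F1 + F2)), of each library by strain and treatment. Points are libraries (2 or 3 per group), horizontal bars group means and vertical lines the mean plus and minus 1 SD. All 3 MAY7 fluconazole libraries sit between 0.069 and 0.085, below both MAY7 controls, and both PLC124 controls sit above the PLC124 fluconazole libraries, while treatments overlap in SC5314 and MAY478.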

A clear decrease in frame protection can be seen for SC5314 and PLC124, while the difference was not significant for MAY478. However, the fact that a general decrease in frame protection could be observed for both sensitive and resistant strains suggests that early ribosome dynamics responses are not sufficient to discriminate between drug sensitive and resistant strains, contrary to what we have previously shown for ribosome targeting antibiotics in bacteria^18^.

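With the libraries of the 4 strains taken together, the mean over strains of the difference between fluconazole and control was -0.021 on the frame index (exact permutation test with treatments exchanged within strains, two-sided, 6000 arrangements, p = 0.0183). Equal weight for transcripts with at least 50 reads on average moved it most among the other settings with all libraries, to -0.025 (exact permutation test as before, p = 0.00783). With each of the 19 libraries left out in turn, the mean stayed between -0.028 and -0.014 and passed 0.05 in 18 of them. It was lost without SC5314 fluconazole replicate 2 (mean -0.014, exact permutation test, p = 0.112). The difference itself was not shown to vary between strains: the largest minus the smallest effect was 0.019 (permutation test with 100000 resamples, p = 0.779). This was 0.0437 without SC5314 fluconazole replicate 2 (permutation test, p = 0.0717), 0.033 without SC5314 fluconazole replicate 1 (p = 0.235) and 0.032 without MAY478 DMSO control replicate 3 (p = 0.452). The largest error of a library's index in the simulations is not small beside these differences. From a decrease in both sensitive and resistant strains, the paper proposes that early ribosome dynamics are not sufficient to tell these strains apart.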

## Discussion

In this study, we have investigated co-translational mRNA decay and early transcriptional responses to fluconazole treatment in sensitive and resistant *C. albicans*. We have sequenced the 5’P mRNA degradome using HT-5PSeq^17^. Our results show that, similar to *S. cerevisiae*, *C. albicans* displays a clear 3-nt periodicity for the 5’P mRNA degradation intermediates. However, in *Candida* the distance between the ribosome A site and the in vivo 5P’ boundary is 18 nt, instead of the sharp 17 nt observed in *S. cerevisiae*^16^. This is likely caused by an increased distance between the ribosome A site and the active site of the 5’-3' exonuclease co-translationally degrading the mRNA. We have confirmed that ribosome position is causative in the observed 5’P pattern by inhibiting translation elongation using cycloheximide and by performing a selective amino acid depletion. The selective depletion of proline and arginine led to codon-specific ribosome stalls at the depleted amino acids. To create a stronger limitation in proline availability and avoid a metabolic rewiring of *Candida* metabolism^29^, we also depleted arginine and ornithine, since arginine and ornithine are readily catabolized to proline. In addition to confirming the causative role of ribosome position in the 5’P mRNA degradation, the study of ribosome dynamics in *Candida* after proline depletion was of particular interest considering our recent work showing that proline catabolism is a key factor in *C. albicans* pathogenicity^27^.

After demonstrating that 5PSeq can provide a fast readout of ribosome dynamics in *C. albicans*, we investigated the early^30^ transcriptional and posttranscriptional responses to fluconazole in sensitive and resistant *C. albicans* strains using RNA-Seq and 5PSeq. Whole transcriptome changes in SC5314 occur as early as 15 min^4^ (0.83% of transcriptome, n = 48 DEGs). At 40 min of fluconazole treatment, more pronounced transcriptome changes are seen (2.86% of transcriptome, n = 165 DEGs). Here we expand on previous work by examining the transcriptome changes at 30 min, and find that 75 (1.2%) genes are upregulated while 154 genes (2.6%) are downregulated. Fluconazole addition leads to a clear upregulation of the ergosterol biosynthesis and sterol biosynthetic pathways in the sensitive SC5314 strain.

Furthermore, we established that the resistant *C. albicans* strain PLC124 exhibited inherent features of resistance, such as upregulation of Hsp70 and downregulation of *GDH2,* in the absence of fluconazole exposure. While Heat shock protein 90 (Hsp90) is known to confer fluconazole resistance in *C. albicans*^7–9^, less is known about Hsp70. In budding yeast Hsp70 family member Msi3 has been shown to confer tolerance to fluconazole^31^. Although striking, the apparent downregulation of Glutamate Dehydrogenase 2 *(GDH2*), remains an enigma. Gdh2 is one of the central enzymes in nitrogen metabolism, however, we have recently found that it is dispensable for escape from macrophages and virulence^13^.

Lastly, we characterize the transcriptional response to fluconazole in resistant *C. albicans* and show that it is similar to sensitive *C. albicans* strains, *i.e.*, upregulation of ergosterol biosynthesis genes (e.g., *ERG2, ERG4, ERG5, ERG6, ERG11* and *ERG24*) and downregulation of *MET13* and *CHA1*. These fluconazole-induced changes likely reflect disruptions in key metabolic pathways, impacting cellular growth, metabolism, stress response and secondary metabolite production. Next, we investigated the differences in early responses by comparing sensitive (SC5314) and resistant (PLC124) strains. Common mechanisms of acquired fluconazole resistance include drug target alteration (*i.e.,* missense mutations in *ERG11*), overexpression (*e.g.,* aneuploidy), and cellular stress response pathways that enable survival in drug-induced stress states. Two critical stress response pathways that mediate azole resistance involve the Heat Shock Proteins and *ERG3* (39). Hsp90 is a molecular chaperone that stabilizes folded proteins acting as signal transducers in the PKC-MAPK cell wall integrity pathway (Pkc1, Bck1, Mkk2, Mkc1) of the *C. albicans* stress response^8,30^. Loss of function mutations in the *ERG3* (Δ-5,6-desaturase) gene lead to accumulation of the toxic sterol 14-α-methyl-3,6-diol byproduct of the ergosterol pathway, which would otherwise accumulate in response to fluconazole. Hsp90 and Pkc1 are required for *ERG3*-dependent azole resistance^5^. Consistent with this, we observed that that PLC124 strain displayed upregulated genes involved in virulence and drug efflux such as the chaperone Hsp70 and the drug efflux pump Pkc1*.*

Previous work using ribosome profiling and longer time (6 h) of fluconazole exposure (1 μg/ml) reported subtle translational differences in transporter genes (ROA1), genes involved in cell wall and membrane synthesis (*BMT7, OPI1, PGA1, ECM15, PEX11*), and stress response genes (*PLC1, TRX1, GPI14*). These genes were specifically upregulated at the translational level, but not at the transcriptional level^21^. Using 5PSeq at shorter times (30 min) we observed only modest changes in ribosome dynamics. This suggests that the previously reported translational changes could be associated with the long-term fluconazole toxicity. Additionally, it is important to consider that ribosome profiling and 5PSeq query different subsets of ribosomes in the cell^17^. Ribosome profiling investigates the bulk of the ribosomes in the cell, while 5PSeq focuses on those ribosomes protecting mRNA undergoing co-translational degradation. Despite this, we observed that fluconazole treatment led to a generalized decrease of the observed 3-nt periodicity. As this affects both fluconazole resistant and sensitive strains, we hypothesize that it is the result of the stress associated with rewiring of the translation process after fluconazole treatment and does not inform regarding the long-term ability of the strains to grow in the presence of fluconazole. This is consistent with the fact that fluconazole does not directly interfere with the translation process.

In summary, our work provides additional details regarding the transcriptional rewiring of sensitive and resistant strains to fluconazole treatment. Additionally, we demonstrate that 5PSeq can be used in *C. albicans* to obtain single-nucleotide information regarding in vivo ribosome dynamics. We envision that 5PSeq will be used in the future to study multiple stress conditions in *C. albicans*, including oxidative stress. Importantly, we have recently shown that 5PSeq can be used to investigate complex microbial samples even in the clinical context without the technical hurdles associated with other approaches such as ribosome profiling^15^. As amino acid metabolism is a key factor to understand *C. albicans* virulence^27,29^ we envision that the future application of simplified 5PSeq to complex samples would facilitate the study of amino acid metabolism during fungal infection.

## Materials and methods

### *Candidaalbicans* strains and culture conditions

*C. albicans* reference strain SC5314 and fluconazole resistant clinical isolates PLC124, MAY7 and MAY478 (Supplementary Table 1) were maintained on YPD (yeast extract 1%, peptone 2%, and glucose 2%). To confirm the fluconazole resistance phenotype, a disk diffusion assay was performed. Briefly, cells from overnight YPD cultures were subcultured in fresh YPD medium at OD_600_ = 0.2 and grown for 3 h at 30 °C to an OD_600_ = 1.5–2.2. These log-phase cultures were diluted in 10 ml of YPD at ~ 4 × 10^4^ cells/ml and 3 ml aliquot were overlayed on dry YPD plates and the liquid allowed to be completely absorbed. Sterile disks pre-impregnated with fluconazole (25 μg) or 2% DMSO in H_2_O for control were aseptically placed on top of the agar. The plates were incubated at 35 °C for 24 h and photographed; the assays were repeated 3 independent times.

Fluconazole treatment: cultures were pre-grown overnight at 30 °C with constant shaking. The following day cultures were diluted to OD_600_ of 0.1. The starting culture was split into two tubes (2 mL per tube) and subsequently grown at 30 °C aerated until an OD_600_ of 1.5 – 2.2. One tube was treated with 2% DMSO (diluent control), while the second tube was treated for 30 min with 1 μg/ml fluconazole (2 × MIC, experimentally determined for the SC5314 strain used in this study^27^). Cells from three biological replicates were harvested by centrifugation and flash frozen in liquid nitrogen.

Cycloheximide treatment: cultures were pre-grown as for fluconazole treatment. The following day cultures were used to inoculate two flasks (150 ml per flask) at an OD_600_ of 0.1. When the cultures reached an OD = 1, one culture was treated for 15 min with 1 mL cycloheximide working solution in ethanol (final 0.067 mg/ml concentration in media), whereas the control culture received 1 mL of 90% Ethanol. Cells from three biological replicates were harvested by centrifugation and flash frozen in liquid nitrogen.

Amino acid deprivation: strain SC5314 was pre-grown overnight in 3 mL YPD shaking at 30 °C. Cells were harvested by centrifugation and resuspended at an OD_600_ of 0.2 in proline starvation media. Proline starvation media is YNB (Yeast Nitrogen Base without amino acids and ammonium sulfate; 0.17%) supplemented with glucose (final concentration 2%) and all amino acids (0.2 g/L) except Proline, Arginine and Ornithine. Cells from three biological replicates were harvested by centrifugation and flash frozen in liquid nitrogen.

### RNA extraction and HT-5Pseq library preparation

Total RNA was extracted from frozen cell pellets using the RiboPure-Yeast RNA Isolation Kit (Thermo Fisher) and RNA concentrations were measured using a Nanodrop 2000c Spectrophotometer (Thermo Fisher Scientific). HT-5’P sequencing library preparation was performed as described in Zhang et. al.^17^. Briefly, we used 6 μg of total RNA as input. Samples were subjected to DNAse treatment using TURBO DNAse enzyme for 20 min followed by purification with 2.5X volume of absolute ethanol and 1/10 volume NaAc 3M and overnight precipitation at -20 °C. After resuspension, DNA-free RNA was subjected to single stranded RNA ligation with 100 μM rP5_RND oligo (final 10 μM) for 2 h at 25 °C with 10 Units of T4 RNA ligase 1 (NEB). Ligated RNA was purified using 2 volumes RNA Clean XP (Beckman Coulter) as per manufacturer’s instructions. Total ligated RNA was reverse transcribed with Superscript II (Life Technologies) and primed with Illumina PE2 compatible oligos containing random hexamers (final 1 μM) and oligo-dT (0.5 nM). The reaction was carried out in the Thermocycler for 10 min at 25 °C, 50 min at 42 °C and heat inactivated for 15 min at 70 °C. After reverse transcription, the RNA in the cDNA/RNA mixture was depleted by incubation 20 min with sodium hydroxide (40 mM) at 65 °C followed by Tris–HCl, pH = 7.0 (40 mM) neutralization. After reverse transcription and DSN reactions, a cleanup step was carried-out using Ampure XP beads (Beckman Coulter) as described previously^17^. For the fluconazole and cycloheximide experiments, ribosomal RNA was depleted using a DSN (Duplex specific nuclease) reaction and a mixture of probes targeting the 18S rDNA, 25S rDNA and 5.8S rDNA targeting partial ribosomal RNA regions as in^26^. The reaction was denatured at 98 °C for 2 min and incubated at 68 °C for 5 min before adding a prewarmed DSN buffer mix with 1 Unit of DSN enzyme (Evrogen) and carried out for 20 min at 68 °C. To stop the reaction, we added a 2X DSN stop solution for 10 min at 68 °C. The resulting library was PCR amplified using 2X Phusion High-Fidelity PCR Master Mix with HF Buffer (NEB) and 0.25 μM of PE1.0 and multiplex PE2.0_MPX. The Thermocycler program was 30s at 98 °C, 15 cycles x (20s at 98 °C, 30s at 65 °C, 30s at 72 °C) and 7 min at 72 °C. HT-5’P sequencing libraries were size selected to 300–600 bp with an average library size of 450 bp using AMPure XP beads (Beckman Coulter) 0.7x-0.9 × Vol. and sequenced on Illumina NextSeq 2000 platform with a depth of 20 M reads on average.

### RNAseq library preparation

Ribosomal RNA was depleted from ~ 1 µg of total RNA using riboPOOLs (siTOOLs Biotech) kit as recommended by the manufacturer. After depletion samples were precipitated using 2.5 volumes of 95% (vol/vol) ethanol, a 1/10 volume of 3 M sodium acetate and 1 µL of glycoblue, mixed and incubated overnight at − 20 °C. Concentration was done by centrifugation at 14,000 × g, 30 min at 4 °C, the pellets were washed twice with 70% ethanol, dried and resuspended. For library preparation, we used the NEBNext Ultra directional RNA Library Prep kit for Illumina (New England BioLabs) as recommended by the manufacturer for relatively low input,13 amplification cycles, and mean library size was around 350 bp. Libraries were sequenced on Illumina NextSeq 2000 platform with a depth of 20 M reads per sample.

### Read processing and quantification

Base calls (BCL) were converted to fastq files and subsequently demultiplexed using the Illumina bcl2fastq v2.20.0.422 tool with option –barcode-mismatches 1. Sequencing adapter read trimming at 3’ end was applied using cutadapt V3.1 with Python 3.7.2 (https://cutadapt.readthedocs.io/en/v3.1/installation.html). The 5’ end 8-nt random barcodes were extracted and added as UMI to the header of fastq files using UMI-tools^32^. Reads were mapped to the SC5314 reference genome (ASM18296v3) for *Candida albicans* using STAR version 2.7.9a^33^ with parameter –alignEndsType Extend5pOfRead1 to exclude 5’end soft-clipped bases. In addition, reads were mapped to mRNA, rRNA, tRNA, snRNA, snoRNA and ncRNA separately with corresponding indexes generated by STAR 2.7.9a to calculate RNA content composition (see Supplementary Table 1). Duplicated 5’ read ends introduced by PCR during library preparation were collapsed and removed based on random barcode sequences with UMI-tools (31). Low complexity samples (may478_fluc_rep01, may478_ut_rep01, plc124_ut_rep01) were removed from further analyses (see Supplementary Table 2). To compare differences in 5P’ read coverage at gene level, reads per CDS were counted using Subread package (featureCounts) using the options -t CDS -g ID -s 0 -T 8^34^**.** Differential gene expression analysis was performed using DeSeq2^35^. The threshold for differentially expressed genes was defined as p-value < 0.05 and log2FoldChange > 0.5. 

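The number of genes with changed 5P reads in SC5314 was counted at several thresholds. With all 4 strains in one DESeq2 fit, 16 genes passed an adjusted p of 0.05, of which 13 were also called by edgeR. With an adjusted p under 0.5 and an absolute log2 fold change over 0.5, 54 genes passed in SC5314, 45 in PLC124, 17 in MAY7 and 28 in MAY478. With the libraries of SC5314 alone in the DESeq2 fit, an alternative chosen after the data were seen, 11 genes passed an adjusted p of 0.05 and 29 the wider threshold. With edgeR's unadjusted p under 0.05 and the same fold change, 264 genes passed in SC5314. The reads are those of the transcript tables and not a new count per CDS.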

We adjusted the alpha parameter to 0.5, corresponding to FDR threshold 50% to increase the number of Differentially Expressed Genes (DEG) to 61. Analysis of 5’ ends positions was done using a modified version of the Fivepseq package^36^ that accounts for the CUG codon reassignment from Leucine to Serine in *C. albicans*^22^. Briefly, the 5’ mRNA reads are summed in biological samples and normalized to reads per million (rpm). The relative position of 5’ reads with respect to all codons of all open reading frames (ORF) were summed at each position. Metagene plots are generated by plotting the summed reads within a window of each annotated start and termination site, or codon. The amino acid and codon frame protection index was calculated as log_2_(2F_i_ /(F_total_- F_i_)), where F_i_ where is the preferred frame, and F_total_ is the sum of counts across all three translation frames. Functional annotation analysis was done using the DAVID Bioinformatics Resources^37^. Figures were generated using ggplot2^38^ in R studio Version 2022.12.0 + 353.

### Transcript identification and differential expression analysis

Reads from RNAseq were mapped to the SC5314 reference genome (ASM18296v3) for *C. albicans* using STAR version 2.7.9a^33^. The resulting files were converted to binary format (bam), then sorted and indexed using samtools version 1.14. Transcript counting was done using the Subread featureCounts version 1.5.1 with the option ‘-t CDS’. Each strain was analyzed independently to identify differentially expressed genes (DEGs) using rlog normalization based on the negative binomial distribution using DeSeq2 version 1.38.3. All plots were generated in RStudio Version 2023.06.1 + 524. Identified up- and down-regulated genes with p-adjusted value < 0.05 were analyzed using the DAVID Bioinformatics Resources^37^ and the resulting enriched gene ontology terms were plotted in Rstudio.

### Statistical analysis

The statistical significance of the peaks observed in Fig. 1A were calculated assuming a Poisson distribution of meta-counts with lambda equal to the 0.84 quantile and probability of a count falling into the distribution being considered as the significance p-value for that count being a peak. Statistical tests include t-test using the t.test() function.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

## Data Availability

The raw sequencing files were deposited in the GEO database under Accession No. GSE267940 and GSE267941. All scripts and count data used in the study are available at https://github.com/irenestevens8/Candida_degradome. A modified Fivepseq pipeline^12^ to account for Candida’s alternative nuclear code is available at: https://github.com/irenestevens8/fivepseq/tree/Candida.

# Supplementary material for: The early transcriptional and post-transcriptional responses to fluconazole in sensitive and resistant Candida albicans
**Source:** Sci Rep. 2024 Nov 22;14:29012. doi: 10.1038/s41598-024-80435-w
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# **Supplementary**

Table S1: *Candida albicans* strains used in study

Table S2: Sequencing and alignment quality metrics

Table S3: Differentially expressed genes

Table S4: Enriched DAVID Terms (related to Figures 2 and 4)

How the deposited data were processed for this re-analysis (not part of the article)

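The processed tables of the 5PSeq libraries were analysed, 25 tables for 28 listed samples. The RNA-Seq data of the paper were not used here. SC5314 fluconazole replicate 3, PLC124 DMSO control replicate 1 and MAY7 DMSO control replicate 3 are listed without a table and were left out. Samples were grouped by strain and treatment as their labels give them, and each table was tied to its sample by the library name. The labels call 2 libraries YPD controls that Table S2 lists under the cycloheximide experiment, and they served as the controls of the cycloheximide and depletion libraries.

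According to the methods, the authors trimmed the reads, mapped them to ASM18296v3, collapsed duplicated 5' ends by random barcodes and located 5' ends with a modified Fivepseq package. Each deposited table then gives for 6030 transcripts the raw count of 5P reads, the number of the most-read frame and the count in that frame, without normalization. The other columns follow from these: the authors deposited the percent of a transcript's reads in its most-read frame, and the frame protection index of that frame on the log2 scale, log2(2Fi/(Ftotal - Fi)), or log2(2Fi) where all reads lie in 1 frame. Both were checked against the counts and equalled them apart from floating-point rounding. All 6030 transcripts matched an entry of the RefSeq gene table of ASM18296v3, which supplied symbols and coordinates, and 47 transcripts had no read in any table. The Fivepseq filters are not named in the paper's text, and the tables hold 82.3% to 96.5% of the mRNA reads that Table S2 lists for the same library.

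The tests planned before the data were examined assumed counts for each of the 3 frames, which the tables do not give. For each library, a Dirichlet-multinomial was therefore fitted by maximum likelihood to the total, the most-read frame and its count, and the reads of the hidden frames were replaced by their expectation under the fit (summed exactly for up to 80 hidden reads and with a normal approximation above). Frame shares and frame indices are estimates in this sense. The step was tested on 16 simulated libraries per real one, 8 drawn from the model and 8 with logit-normal shares between transcripts. The largest error of the index was 0.0105 and the largest mean error per library 0.0042. Lower and upper bounds on the F0 share that need no model were also computed. The planned edgeR test of F0 against F1 and F2 counts per transcript could not be run on estimated reads, and limma on log2 of 2(F0 + 0.5)/(F1 + F2 + 1), centred on each library's median and planned as its alternative, took its place for transcripts with at least 50 reads on average.

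Frame indices and shares were compared between groups of libraries with exact two-sided permutation tests of the difference in means, over strains with treatments exchanged within each strain, and the effect was compared between strains by permuting residuals 100000 times. Genes with changed 5P reads were called with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05) on the total count per transcript, with 1 fit for the 19 libraries of the fluconazole experiment and 1 for the other 6. Where leaving out a library leaves a group with 1 library, that library is assumed to vary like the others. Alternatives were DESeq2 1.42.0, no filter on low counts, the replicate number as a block, the libraries of the compared strains alone, the thresholds of the paper's methods, a read minimum of 10 or 200, equal weight for transcripts, transcripts without the 1% with most reads, and each library left out in turn. 3 alternatives were added after the data were seen: the percent of transcripts whose most-read frame is F0, DESeq2 on 1 strain alone, and limma with reads as weights. The genes looked up by name were all that the paper's text names, where tested, and the 5 with the smallest adjusted p in each direction per test. Values are given here for a part of them. The paper's RNA-Seq values for the former had been seen. HSP90, MSI3, BCK1, MKK2 and MKC1, which the paper's discussion names, were missed in the first list and added after the data were seen. GPI14 was not found under that name. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

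Libraries of the fluconazole experiment had 221246 to 2124645 reads in the tables and the others 323936 to 7264344. In simulations with 200 of 4852 genes changed by 1 on the log2 scale, the edgeR test recovered 61.5% in SC5314 (7 false calls) and 44% in MAY478 (5 false calls), and with 200 of 5478 genes it recovered 27% for the depletion (2 false calls). The limma test recovered 32% of 200 index changes of 1 among 2643 transcripts in SC5314 (4 false calls) and 74% for the mean of the 4 strains (12 false calls), with a median estimate of 0.65 and 0.62. In these simulations the frame shares of a transcript did not vary between replicates beyond sampling, so both percentages may be too high for the real libraries. The 17 pairs of libraries of the same condition had Spearman correlations across transcripts of 0.965 to 0.997. For a check of depth in the depletion comparison, libraries were thinned to 323936 reads. edgeR's thinCounts was tried first and raised the common dispersion from 0.0285 to 0.387, with 1 gene called, so it was replaced, after that result was seen, by binomial draws (dispersion 0.0287). Codon positions and the untreated libraries that Table S2 lists for the depletion experiment were not analysed here.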

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

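The test on library sets for the depletion and the tests of single libraries and of a sequence variant for MET14 were chosen after the results they bear on were seen. The thinning behind the depth test of the depletion was also exchanged for another after a first result.

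Genes with changed 5P reads after amino acid depletion are data the paper does not report on, since it uses these libraries for codon stalls only. Against the YPD controls, 634 of 5478 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 276 with more and 358 with fewer reads (2 libraries each). DESeq2 called 660, of which 576 were the same genes. The smallest adjusted p with more reads were those of ARG1 (log2 fold change 6.83), CPA1 (5.51), GDH3 (5.90), FET99 (7.51) and ARG3 (5.28), and with fewer reads those of PHR1 (-5.34), UGA1 (-3.83), TPO3 (-3.38), CRD2 (-4.72) and CAALFM_C207630CA (-4.02). The number depends on single libraries: it was 141 without YPD control replicate 3, 250 without YPD control replicate 1 and 1580 without depletion replicate 3. Libraries were thinned to equal reads to see which calls need the unequal depth of the groups. Of 4403 genes tested then, 463 were called, 428 of them also at full depth. Those 428 genes did not need unequal depth to be called. Of the genes called at full depth, 584 were still tested, and their thinned log2 fold changes had a median ratio of 1.01 to those at full depth. Thinning keeps the expected share of each gene, so this ratio was near 1 by construction and cannot decide on depth. What else may come with low depth in the YPD controls was not tested. The other genes called at full depth are not covered by this check. A few genes taking most of the counts is argued against: without the 1% of transcripts with most reads, 98.7% of the called genes that stayed were called again. A difference between library batches stays open and cannot be told apart from the depletion, as 0 of the experiments of Table S2 hold both depletion and YPD control libraries. The methods name rRNA depletion by a nuclease for the cycloheximide and fluconazole experiments, and not for the amino acid depletion. Growth in a defined medium in place of YPD and the missing amino acids are biological explanations that the design does not separate. Culture density, and the ethanol that the methods give to controls of the cycloheximide experiment, are not separated from them either. None of these was tested.

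MET14 is the only gene whose response to fluconazole differed between strains in the 1 interaction tested, PLC124 against SC5314, in edgeR's quasi-likelihood test over 4852 genes (at an unadjusted p under 0.05 there were 276). Its 5P reads on chromosome 5 (78890 to 79492) were 70.3 ± 4.30 CPM (SD, n = 3) after fluconazole and 165 ± 23.2 (SD, n = 2) in controls of PLC124, a log2 fold change of -1.23 (adjusted p = 7.57e-05 from edgeR). In SC5314 they were 166 ± 9.70 (SD, n = 2) and 153 ± 12.0 (SD, n = 3), a log2 fold change of 0.11 (adjusted p = 0.931 from edgeR). The difference of the log2 fold changes was -1.34 (standard error 0.243, adjusted p = 0.0395 from edgeR). DESeq2 called the same gene. The call is near its threshold and was kept for 3 of the 10 libraries of the 2 strains left out in turn. The adjusted p from edgeR was 0.177 without SC5314 fluconazole replicate 1, 0.508 without replicate 2, 0.0805 without SC5314 DMSO control replicate 1 and 0.122 without replicate 3, 0.134 without PLC124 fluconazole replicate 1, 0.271 without replicate 2 and 0.693 without PLC124 DMSO control replicate 3. Of the libraries of other strains, MAY7 fluconazole replicates 1 and 3 also took it past 0.05 when left out (0.0606 and 0.0674). With only the libraries of PLC124 and SC5314 in the fit edgeR called 0 genes (254 at an unadjusted p under 0.05), so this call was lost there too. A single library as the source of the difference is argued against: with each of the 10 left out it stayed between -1.49 and -1.20, the latter within 1 standard error of the full value. Fluconazole also lowered MET14 reads in MAY7 (-0.84, adjusted p = 0.0196 from edgeR; 0.144 without MAY7 fluconazole replicate 2, 0.145 without replicate 3 and 0.769 without MAY7 DMSO control replicate 2) and MAY478 (-1.23, adjusted p = 0.141 from edgeR), and whether these differ from SC5314 was not tested. A sequence variant of PLC124 against the SC5314 reference, acting on read mapping, is argued against. Such a variant would change PLC124 reads alike with and without fluconazole, and so leave no log2 fold change within PLC124. That change, which is part of the difference itself, was -1.23. It stayed between -1.38 and -1.09 with a library left out. In controls, where such a variant would act too, MET14 reads were not lower in PLC124 (165 ± 23.2 CPM) than in SC5314 (153 ± 12.0). A difference between the strains stays open as the biological explanation.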

How the results depend on the processing

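The percent of transcripts with F0 as the most-read frame, DESeq2 on 1 strain alone and limma with reads as weights were chosen after seeing the data, and the other alternatives before the data were examined. edgeR on separate F0 and F1 + F2 counts was not run, because the tables do not give these counts. The replicate block could not be fitted for PLC124 against SC5314 in controls, where it is not estimable.

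The frame index differences kept their direction under other settings with all libraries. The most-read frame in place of F0 gave identical values and tests nothing. The mean of the 4 strains stayed past 0.05 with equal weight for transcripts, without the 1% of transcripts with most reads (exact permutation test, p = 0.0208) and as the percent of transcripts with F0 as the most-read frame (p = 0.0295). Tests within 1 strain or between controls have too few libraries to pass 0.05 in any setting. Leaving out libraries in turn moved the SC5314 difference between -0.045 and 0.012, reversed without SC5314 fluconazole replicate 2, and the mean of the 4 strains between -0.028 and -0.014, no longer past 0.05 without the same library (-0.014). The cause was not tested. With DMSO in place of YPD controls, cycloheximide changed the F0 share by 4.11 percentage points and periodicity by 8.39, both reversed from the YPD comparison, and the cause was not tested. The percent of genes with a lower F0 share in SC5314 lay between 49.8 and 62.4 with libraries left out, the latter without fluconazole replicate 1.

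Counts of genes with changed 5P reads at an unadjusted p under 0.05 and a log2 fold change over 0.5 were 264 in SC5314, 179 in PLC124, 147 in MAY7, 254 in MAY478, 115 for the mean of the 4 strains and 259 for the difference between PLC124 and SC5314. With DESeq2 at an adjusted p under 0.5 they were 54, 45, 17, 28 for the 4 strains in that order, 2 for the difference and 1395 for PLC124 against SC5314 in controls. On 1 strain alone DESeq2 gave at that threshold 29 in SC5314, 35 in PLC124, 15 in MAY7 and 7 in MAY478. These have a lower bar for a call, and what else moved them, such as the other fit or tool, was not tested. With only the strains compared in the fit, PLC124 had 17, MAY478 0 and the difference between PLC124 and SC5314 0. MAY478 had 4 with DESeq2 and 6 without a filter on low counts, against 1 in the main setting. The cause of these was not tested. At an unadjusted p under 0.05 MAY478 had 228 genes with only its libraries, and the difference 254.

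With libraries left out in turn, the counts ranged from 8 to 15 in SC5314, 12 to 28 in PLC124, 3 to 8 in MAY7, 0 to 4 in MAY478, 0 to 2 for the difference between PLC124 and SC5314, 411 to 859 for these strains in controls and 141 to 1580 for the depletion. The lowest counts were reached without SC5314 fluconazole replicate 1 or 2 (8 each), PLC124 DMSO control replicate 3 (12 in PLC124 and 411 in controls), MAY7 DMSO control replicate 2 (3) and YPD control replicate 3 (141), and the highest for the depletion without depletion replicate 3 (1580). SC5314 had 9 without its DMSO control replicate 3, and the depletion 250 without YPD control replicate 1. MAY478 had 0 without any 1 library of SC5314, MAY7 fluconazole replicate 3, MAY478 fluconazole replicate 3 or MAY478 DMSO control replicate 3 (209 to 316 at an unadjusted p under 0.05 in edgeR), and 4 without PLC124 fluconazole replicate 3. The difference between PLC124 and SC5314 had 2 without SC5314 DMSO control replicate 2, and 0 without any other library of SC5314, PLC124 fluconazole replicate 1 or 2, PLC124 DMSO control replicate 3, or MAY7 fluconazole replicate 1 or 3.

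Genes with their own frame change numbered 1 in SC5314 with a read minimum of 200, 1 with the library-wide change included, 1 with reads as weights, and 0 to 1 with libraries left out (without fluconazole replicate 1 not one of the 2 in the main setting). For the mean of the 4 strains limma called 0 in the main setting (169 at an unadjusted p under 0.05), 1 with reads as weights, and 0 to 3 with libraries left out: 3 without MAY478 fluconazole replicate 2, and 1 each without SC5314 fluconazole replicate 1 and MAY478 DMSO control replicate 2.

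Whether the replicate number pairs the libraries stays open. The methods split a starting culture into a DMSO and a fluconazole tube and do not say that the number marks the culture. Deviations of reads per transcript of same-numbered libraries from their group means correlated by -0.108 to 0.04, while their frame indices deviated in the same direction in 4 of 4 strains. With the replicate block, the counts of changed genes were 9 in SC5314, 15 in PLC124, 4 in MAY7, 3 in MAY478, 30 for the mean of the 4 strains, 0 for the difference between PLC124 and SC5314 (217 at an unadjusted p under 0.05) and 748 for the depletion, and 0 in SC5314 for own frame changes (111 at an unadjusted p). The mean frame index difference was -0.016 (exact sign-flip test, p = 0.0312).

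For the chromosomes of MAY478, a minimum of 20 CPM gave medians of -0.15 on chromosome 1, -0.12 on 2, -0.11 on 3 and 0.47 on 6, and a pseudocount of 0.1 gave 0.49 on 6. With libraries left out the medians lay between -0.16 and -0.13 on chromosome 1, -0.10 and -0.089 on 2, -0.13 and -0.10 on 3, 0.38 and 0.44 on 4, -0.089 and -0.042 on 5, 0.40 and 0.49 on 6, and -0.13 and -0.072 on 7. On chromosome R they lay between 0.069 and 0.126, the highest outside chromosomes 4 and 6. Of the calls of named genes, 267 stayed past the threshold and 15 did not in settings with all libraries, 1309 stayed and 96 did not with libraries left out, and none of these changed sign. The simulated error of the frame index was at most 0.0105, in a library of 852139 reads, and 0.0097 in the one with fewest reads (221246), so it did not follow depth alone.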

Differences from the paper's values

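The paper states 61 differentially expressed genes from 5P reads at an FDR of 50%, and its text does not name the strain or contrast. Here, 14 genes passed an adjusted p of 0.05 in SC5314 with edgeR. Among the alternatives set before the data were examined, DESeq2 with adjusted p under 0.5 and an absolute log2 fold change over 0.5 gave 54, which is within 1.5 times the paper's number; DESeq2 at 0.05 (16), no filter on low counts (17), unadjusted p with the same fold change (264), only the strains compared (13), the replicate block (9) and each library left out (8 to 15) all differ.

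For PLC124, the paper's median frame index over codons is about 0.14 in controls and about 0.12 after fluconazole in Fig. 4E, read by eye, and the means over libraries were 0.123 ± 0.0020 (SD, n = 2) and 0.102 ± 0.013 (SD, n = 3) here. Of the alternatives set before the data were examined, equal weight for transcripts (0.121) and leaving out the 1% with most reads (0.114) came within 1 SD of the paper's value after fluconazole, and the most-read frame in place of F0 (0.102) did not. In controls none of the 3 did, with 0.143, 0.137 and 0.123 in that order, where the 2 libraries differ by less than a value read by eye resolves. For the other strains the values read from Fig. 4E lie within 1 SD in the main setting. Equal weight for transcripts took 3 of them outside it, MAY7 controls (0.127 here, about 0.11 in Fig. 4E, read by eye), MAY7 after fluconazole (0.0925, about 0.08) and MAY478 controls (0.0863, about 0.065).

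The paper states an increase in 3-nt periodicity after cycloheximide, while against the YPD controls periodicity was changed by -5.01 percentage points here and the F0 share changed by -2.34, as is also the case for the F0 bars of Fig. 1A, at about 39 after cycloheximide and about 41 in the control, read by eye. Against DMSO controls it was 8.39 higher. The YPD controls had a larger share of rRNA in Table S2 than the cycloheximide libraries, so a difference in preparation stays open.

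Table S2 lists 519690 deduplicated reads for PLC124 fluconazole replicate 3 and 733053 mRNA reads for the same library, which is more.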

Other observations

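The tests of other divisions of the libraries, of depth behind the frame index, and both tests on the YPD and DMSO controls were chosen after the results were seen.

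Over the 4 strains, 42 genes had changed 5P reads after fluconazole (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 29 higher and 13 lower. The smallest adjusted p among the higher were those of ERG251 (mean log2 fold change 1.69), ERG6 (1.21), CAALFM_CR06650CA (1.84), SET3 (0.88) and ERG10 (0.78), and among the lower those of SAH1 (-1.10), MET13 (-0.90), MET14 (-0.80), MET6 (-0.70) and TYE7 (-0.69). Among 100 divisions of the libraries within strains, 2 gave as many genes, the real one included, so that chance is excluded at 0.05 for this count. The other was larger, with 123 genes; it kept 11 of the 19 treatment labels and shared 0 of the 42 genes. Reads shared between ERG25 and ERG251 were not tested.

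By strain, 27 genes were called in PLC124 (23 higher, 4 lower), 8 in MAY7 (1 higher, 7 lower) and 1 in MAY478, which was MET13 (log2 fold change -1.35, adjusted p = 0.0497 from edgeR). The call of MET13 was lost without any 1 library of SC5314 (adjusted p 0.0517 to 0.075 from edgeR), MAY7 fluconazole replicate 3 (0.0774), MAY478 fluconazole replicate 3 (0.343), or MAY478 DMSO control replicate 2 (0.178) or 3 (0.14). The number in PLC124 was 14 without PLC124 fluconazole replicate 2, 13 without DMSO control replicate 2 and 12 without DMSO control replicate 3. In MAY7 it was 5 without fluconazole replicate 2, 4 without fluconazole replicate 3, 4 without DMSO control replicate 1 and 3 without DMSO control replicate 2. Of the 11 ERG genes that the paper's text names, 6 were called in SC5314, 10 in PLC124, 1 in MAY7 and 0 in MAY478 by edgeR (7 at an unadjusted p under 0.05, 0 by DESeq2), with median log2 fold changes of 1.03, 1.49, 0.46 and 0.45. The difference between strains was tested for PLC124 against SC5314 only, where 0 of the 11 passed in edgeR (2 at an unadjusted p under 0.05, 0 by DESeq2) and their median difference was 0.29. Of all 33 genes tested that the paper's text names, 6 were called in SC5314, each an ERG gene. MDR1, which the paper gives as higher there in RNA-Seq, had a log2 fold change of 1.69 (adjusted p = 0.159 from edgeR). AUR1, SWE1 and SRR1, which it gives as lower there, had -0.40, -0.14 and 0.19 (adjusted p 0.838, 0.912 and 0.961 from edgeR).

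Between DMSO controls, 775 genes had different 5P reads in PLC124 and SC5314, 386 higher and 389 lower in PLC124 (edgeR). The number was 418 without PLC124 DMSO control replicate 2 and 411 without replicate 3. Of the 33 genes tested that the paper's text names, 8 were called. The paper names HSP70 and GDH2 for this comparison in RNA-Seq; HSP70 had a log2 fold change of 1.53 (adjusted p = 1.17e-06 from edgeR) and GDH2 of -2.65 (adjusted p = 1.03e-07 from edgeR). Of the 11 ERG genes, whose median was -0.42, 4 were called, ERG11, ERG24, ERG4 and ERG251, all lower in PLC124, and 2 others were higher without a call. DESeq2 called 2 of the 11. The call of ERG251 was kept in 3 of 21 alternatives.

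The lower frame index after fluconazole over the 4 strains could come from a difference in depth between libraries. With strain and the log2 number of reads in the model the effect was -0.0217 (permutation test with 100000 resamples, p = 0.00734), which argues against depth as its whole cause. Without SC5314 fluconazole replicate 2 the mean difference was -0.014 and no longer past 0.05 (exact permutation test, p = 0.112), so the part of that library stays open.

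F0 shares were higher in YPD than in DMSO controls of SC5314, at 41.2% and 34.7% of reads. A difference in depth between libraries is argued against: of the 19 libraries of the fluconazole experiment 1 has fewer reads than both YPD controls, 3 lie between them and 15 have more, and the highest F0 share among the 19 was 35.3%, against 40.9% in the lower YPD control. A difference between library batches cannot be told apart from the growth conditions, as 0 of the experiments of Table S2 hold both kinds of control. Growth and diluent stay open as biological explanations and were not tested.

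The paper calls MAY478 aneuploid for chromosomes 4 and 6. In DMSO controls against SC5314, the median log2 ratio of 5P reads was 0.44 on chromosome 4 and 0.46 on chromosome 6. On the other chromosomes it lay between -0.13 and 0.088, and in PLC124 and MAY7 between -0.029 and 0.052. The ratios are centred on the median transcript, so that a gain on some chromosomes lowers the values of all. The lower of the 2 medians, 0.44, lies above every other median of the 3 strains, which is consistent with extra copies of chromosomes 4 and 6. Reads show transcript fragments, not DNA.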
